A study of Brachypodium distachyon with 12 samples.

How the data were processed

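RNA was measured in roots and shoots of wild-type Brachypodium distachyon line Bd21-3, a small grass used as a model for cereals, grown without soil in vessels of liquid medium. Per the labels' protocols, plants were kept under 16 h of light and 8 h of dark at 22 °C and 50% humidity, and tissue was taken at week 2 and at week 4 from different plants for each of 3 biological replicates. The labels state that messenger RNA was captured with poly-T beads and that libraries were made and sequenced on Illumina instruments by a service company. They name a directional and a non-directional preparation without saying which applied.

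The authors' deposited table holds raw read counts per gene, 1 column per library, for 39068 genes. The values are whole numbers that sum to a different total in each library, so no scaling had been applied to them. The aligner, the counting program, its strand setting and the treatment of reads that match several genes are not given in the sources used here. Gene identifiers carry the Bd21-3 line name, and the positions printed here are those of the deposited table, whose genome build is not named apart from the annotation version in the identifiers. Lengths and positions in bases are the authors' values in the same table. Gene names are the best-match descriptions that the table pairs with the identifiers, so a name states sequence similarity and not a tested activity. A reference annotation of another line, Bd21, does not share these identifiers and was not used.

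Each count column was matched to its sample by the tissue, week and replicate number in the sample title. The short codes inside the titles of the week 4 shoot samples all carry replicate number 1, so these codes were not used for the match. Every per-sample column of the table was used. No count lay in a row without a gene name.

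Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, with its minimum count of 10 and minimum total of 15, which left 26463 genes. A further 5527 genes of the table had no count in any library. Library scaling used TMM, and printed CPM values are counts per 1e6 of TMM-scaled library size, given as mean ± SD over n = 3 libraries. Log2 fold changes are those of the edgeR model with a prior count of 0.125. A single model with 1 mean per group was fitted to all 12 libraries, with robust dispersion and quasi-likelihood estimates. Tests were quasi-likelihood F tests of no change in either direction. The p-values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. They can be too small for a large fold against a group with few counts.

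The contrasts were root minus shoot at week 2, root minus shoot at week 4, week 4 minus week 2 in roots, week 4 minus week 2 in shoots, and the interaction, which is the week 4 minus week 2 change of roots minus that of shoots. The contrasts, their gene-wise tests, the alternatives except 2 scalings given below, and the rule for naming genes were fixed before the data were examined. The comparison over 14 chlorophyll a-b binding genes and the tests of domains, gene placement, abundance, regrouped residuals, tissue traces and library scaling in the closing part were chosen later. The rule names, in each contrast, the 2 genes with the highest and the 2 with the lowest log2 fold change among called genes with an average log2 CPM of at least 5 and no overlap of CPM between the groups (no overlap condition for the interaction). It also names the aromatic amino acid decarboxylases and polyphenol oxidases that passed the filter and the 2 most abundant chlorophyll a-b binding genes. The most abundant gene of 5 further families with a possible tie to tyrosine or dopamine is named too. The families were found by keyword in the descriptions, where amine oxidases include a gene described as an F-box protein with a copper amine oxidase domain, and the chlorophyll a-b binding genes served as a check of the tissue labels.

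A fold against a group with no count was computed against a floor of 3 counts over the group, which is 0.0437 CPM in week 2 roots, 0.0403 CPM in week 4 roots, 0.0500 CPM in week 2 shoots and 0.0517 CPM in week 4 shoots. A ratio against a group with 1 to 3 counts is given with its 95% exact binomial counting interval. Intervals and floors cover counting error only, because PCR copies were not marked.

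The alternatives were RLE size factors, upper-quartile scaling, leaving out the 50 genes with the most counts, no low-count filter, a filter of CPM 1 in 3 libraries, the DESeq2 1.42.0 Wald test with its own filtering, limma-voom from limma 3.58.1, a fit of the compared libraries alone, the replicate number as a block, an adjusted p under 0.01, a test against a fold change of 2 (glmTreat), and leaving out each library in turn. Added after the data were seen were TMM factors computed within each tissue, for age and the interaction, and factors of week 4 roots moved until the median interaction over all tested genes was 0, for the interaction alone. Figures were drawn with matplotlib 3.10.9.

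The fits were tested on simulated data, with counts drawn from the means, library sizes and dispersions of the real libraries and 200 genes changed by known amounts. In the simulated comparison of week 4 with week 2 roots, run on 25970 genes, the edgeR test recovered 69% of the changed genes, and 8.61% of its calls were false. In the simulated interaction, run on 25832 genes, it recovered 43.5%, with 3.33% false calls, while DESeq2 recovered 58% with 25.2% false calls. Shares of false calls depend on how many genes are changed, so they do not carry over to the real data.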

Results

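The series title names the making of dopamine in plants, and the samples compare roots with shoots of a hydroponically grown grass at week 2 and week 4. The 12 libraries form 4 groups of 3: roots at week 2, roots at week 4, shoots at week 2 and shoots at week 4. Total counts ranged from 17261299 to 23116808 in week 2 roots, from 20773281 to 23676944 in week 4 roots, from 20044972 to 24186744 in week 2 shoots and from 20964844 to 24119000 in week 4 shoots. Between 23015 and 24588 genes had at least 10 counts in a library. The 50 most counted genes of a library held 8.74% to 9.30% of its counts in roots and 18.3% to 22.2% in shoots.

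Replicates resembled each other more than libraries of other groups did in most cases. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.958 to 0.985 within a group, 0.877 to 0.975 between weeks of a tissue, and 0.638 to 0.760 between tissues. Each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 6.66 to 33.5, so no library was a copy of another. The first principal component held 75.3% of the variance and separated roots from shoots. The second held 11.7% and separated the weeks within each tissue. On it, week 4 shoot replicate 1 scored -18.4, between its fellow replicates at -87.4 and -113 and the week 2 shoots, which scored 77.7 to 94.6.

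**Figure D1:**
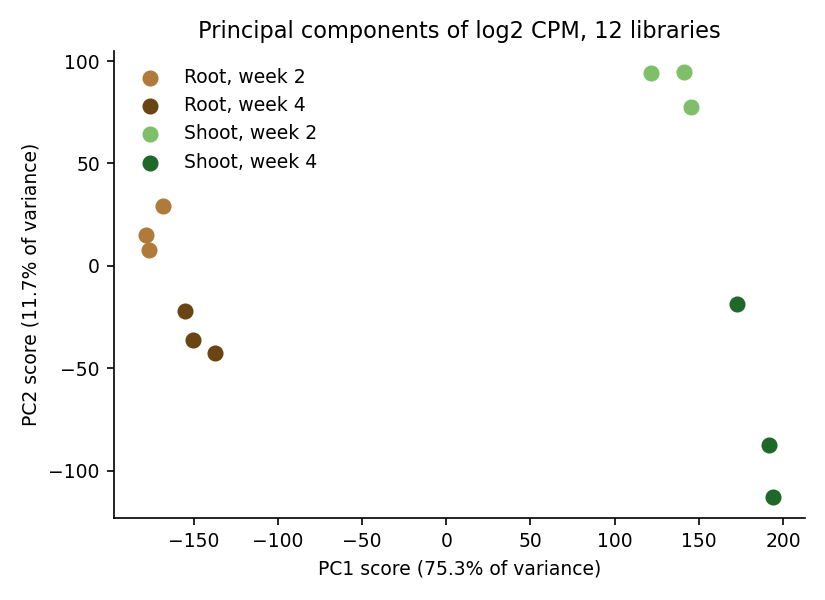
Scores of the 12 libraries on the first (x axis, 75.3% of the variance) and second (y axis, 11.7%) principal component of log2 CPM, 1 point per library, coloured by group. Roots and shoots lie apart on the first component, and week 4 shoot replicate 1 lies between the week 2 shoots and the other week 4 shoots on the second.

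Chlorophyll a-b binding proteins, the light-harvesting proteins of leaves, were used to check the tissue labels. Of 27 such genes in the table, 26 passed the count filter. Their summed CPM was 1744 ± 594 (SD, n = 3) in week 2 roots, 6810.4 ± 472 in week 4 roots, 73124 ± 8310.2 in week 2 shoots and 73186 ± 11909 in week 4 shoots. Every root library lay below every shoot library, and 22 of the 26 genes were called lower in roots at each week, with 2 called higher at week 2 and 1 at week 4. Within roots, 17 were called higher at week 4 and 0 lower by the edgeR test, with 1 lower at an unadjusted p under 0.05. DESeq2 called 1 lower and limma-voom 0. The median log2 fold change in roots was 1.45 over the 26 genes, and 1.42 under RLE and under upper-quartile scaling. Leaving out the 50 most counted genes removed 12 of the 26, and the median over the other 14 was then -0.06, against -0.04 for the same 14 genes with TMM over all genes, a comparison chosen after the values were seen. Of these 14, 5 were called higher under each of the 4 scalings. Within shoots, 1 of the 26 was called higher and 1 lower.

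The most abundant of them was BdiBd21-3.4G0519700 (chlorophyll a-b binding protein 1, chromosome 4, 42594857 to 42597516). It had 398 ± 132 CPM in week 2 roots and 1591 ± 109 in week 4 roots, against 11909 ± 1315 and 11703 ± 1533 in shoots. Its log2 fold change from week 2 to week 4 was 2.00 (SE 0.25, adjusted p = 8.29e-04, edgeR) in roots and -0.03 (SE 0.24, adjusted p = 0.956) in shoots. BdiBd21-3.2G0213600 (chlorophyll a-b binding protein 3C, chromosome 2, 14261736 to 14263010) rose in roots from 251 ± 113 to 1122 ± 138 CPM, a log2 fold change of 2.16 (SE 0.31, adjusted p = 0.00143). The gene model of BdiBd21-3.4G0519700 also carries kinase domains in the table. How reads shared by similar members of this family were counted is not given in the sources used here.

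**Figure D2:**
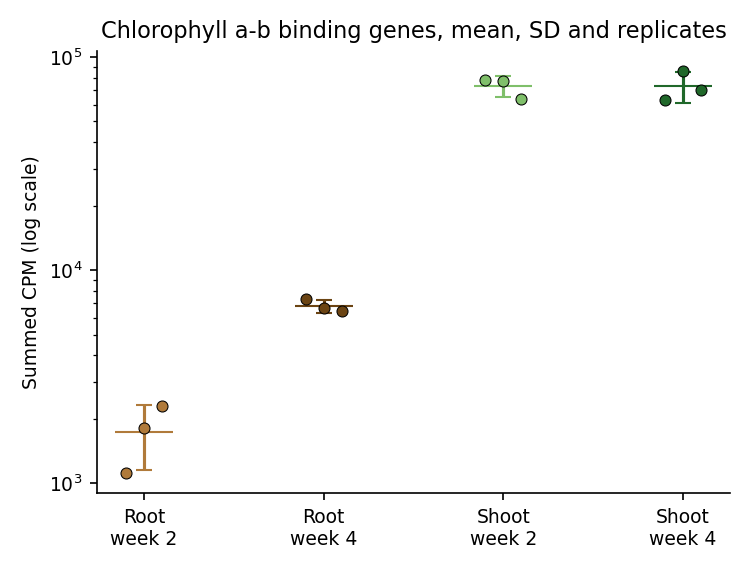
Summed CPM of the 26 chlorophyll a-b binding genes (y axis, log scale) in the 4 groups (x axis), with each library as a point, the group mean as a long dash and the SD as bars. Root libraries lie below all shoot libraries, and week 4 roots at 6810.4 lie above week 2 roots at 1744 in this sum, which the most counted members dominate.

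The first question of the design is which genes differ between roots and shoots. At week 2, 14858 of 26463 genes were called by the edgeR test, 7522 higher and 7336 lower in roots. At week 4, 16111 were called, 8571 higher and 7540 lower. Testing against a fold change of 2 moved these counts most, to 6955 and 7720. At both weeks, 12218 genes were called with the same sign and 95 with opposite signs. Independent calls would give 4526 and 4519. Over all tested genes, the log2 fold changes of the weeks correlated with a Pearson r of 0.893, across genes.

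By the naming rule, the first root-enriched gene at week 2 was BdiBd21-3.2G0795500 (root cap domain, chromosome 2, 58332796 to 58334460), with 158 ± 10.4 CPM in week 2 roots, 195 ± 29.5 in week 4 roots and 0 counts in all 6 shoot libraries. It was at least 3150.2-fold higher in roots at week 2 (adjusted p = 1.04e-08, edgeR) and at least 3776-fold at week 4 (adjusted p = 1.97e-08). BdiBd21-3.1G0261200 (peroxidase 2, chromosome 1, 16111626 to 16113180) had 140 ± 80.3 CPM in week 2 roots and 0 counts in shoots, at least 2791-fold (adjusted p = 2.80e-04). At week 4 the first was BdiBd21-3.3G0360600 (no description, chromosome 3, 29070354 to 29071539), which had 779 ± 201 CPM in roots and 0 counts in shoots, at least 15050-fold (adjusted p = 5.83e-05).

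On the shoot side at week 2, BdiBd21-3.5G0027300 (no description, chromosome 5, 2309054 to 2310329) had 216 ± 87.2 CPM in shoots and 0 counts in roots, at least 4941-fold lower in roots (adjusted p = 7.83e-04, edgeR). BdiBd21-3.2G0082000 (no description, chromosome 2, 4683604 to 4685326) had 174 ± 20.004 CPM in shoots and 0 counts in roots, at least 3992-fold lower (adjusted p = 0.0207). Without week 2 root replicate 1 the adjusted p of that gene was 0.0550. At week 4, BdiBd21-3.1G0599400 (glycine rich protein family, chromosome 1, 44484130 to 44485441) and BdiBd21-3.5G0061500 (pollen Ole e I domain, chromosome 5, 5926990 to 5928098) had 338 ± 50.4 and 264 ± 108 CPM in shoots. Both had 0 counts in week 4 roots, at least 8390.2-fold and 6565-fold lower (adjusted p = 1.13e-08 and 5.17e-06).

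The second question is what changes with age. Different plants were sampled at week 2 and week 4, so effects of harvest or batch cannot be separated from age. In roots, 4962 genes were called between week 4 and week 2, 3282 higher and 1680 lower, or 66.1% higher. In shoots, 8966 were called, 3827 higher and 5139 lower. Testing against a fold change of 2 moved these counts most, to 19 in roots and 899 in shoots. The balance in roots depended on the fit. In a fit of the root libraries alone, which changes the filter, scaling and dispersion together, 2702 were higher and 2907 lower, or 48.2% higher. With TMM within each tissue, added after the data were seen, 2886 were higher and 1998 lower, or 59.1% higher. The root count also fell to 2533 without week 4 root replicate 1, 2778 without week 4 root replicate 2, 2782 without week 2 root replicate 1 and 3240 without week 2 root replicate 2. Genes called with the same sign in both tissues numbered 2351, and 256 had opposite signs. Independent calls would give 801 and 880. Of the 2351, 1285 rose and 1066 fell, while upper-quartile scaling gave 1059 and 1314, and leaving out the 50 most counted genes gave 1005 and 1298. The 2351 became 1475 and 1524 without week 2 root replicates 1 and 2, and 1251 and 1271 without week 4 root replicates 1 and 2. Across genes the log2 fold changes of the tissues had a Pearson r of 0.333.

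Among named genes that rose in roots, BdiBd21-3.1G0550300 (no description, chromosome 1, 40121272 to 40123536) went from 0.804 ± 0.972 to 17.4 ± 11.0 CPM, a log2 fold change of 4.51 (SE 0.80, adjusted p = 0.00497, edgeR). BdiBd21-3.3G0096200 (subtilisin-like protease SBT5.3, chromosome 3, 5568837 to 5574539) had 2 counts in week 2 roots and 50 in week 4 roots, a ratio of 23.1 with a 95% counting interval of 6.06 to 196 (adjusted p = 0.00159). Among those that fell, BdiBd21-3.4G0498200 (homeobox-leucine zipper protein ROC6, chromosome 4, 41305221 to 41312334) changed from 2.44 ± 1.53 to 0.288 ± 0.338 CPM, a log2 fold change of -3.09 (SE 0.62, adjusted p = 0.00798). BdiBd21-3.5G0123400 (ABA/WDS induced protein, chromosome 5, 13567787 to 13569132) changed from 5.06 ± 4.68 to 0.541 ± 0.811 CPM (log2 fold change -3.25, SE 0.92, adjusted p = 0.0359). It was not called without week 2 root replicate 1 or 2, week 4 root replicate 1 or 2, or week 2 shoot replicate 2, and the highest of these adjusted p was 0.153. All 4 genes were more abundant in shoots, where each had at least 44.8 CPM. BdiBd21-3.4G0498200 and BdiBd21-3.5G0123400 were highest in week 2 root replicate 1, at 4.15 and 10.4 CPM. Shoot tissue in that library was not tested as a source of these falls. The summed CPM of the chlorophyll a-b binding genes goes the other way, at 1118.5 there and 1814 and 2299.4 in week 2 root replicates 2 and 3.

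In shoots, BdiBd21-3.2G0164500 (polyubiquitin 4, chromosome 2, 10538738 to 10540521) rose from 17.1 ± 3.10 to 193 ± 70.5 CPM, a log2 fold change of 3.49 (SE 0.43, adjusted p = 5.06e-04, edgeR). How reads shared with other polyubiquitin genes were counted is not given, so its count is uncertain. BdiBd21-3.2G0605400 (ABC transporter B family member 4, chromosome 2, 47208194 to 47216218) rose from 4.48 ± 1.56 to 40.3 ± 12.2 CPM, a log2 fold change of 3.16 (SE 0.28, adjusted p = 1.16e-04). BdiBd21-3.3G0360600 and BdiBd21-3.4G0089300 (no description, chromosome 4, 5450636 to 5451922), both abundant in roots, had 359 and 245 counts in week 2 shoots and 0 in week 4 shoots. They were at least 117-fold and 79.3-fold lower at week 4 (adjusted p = 0.00992 and 0.0223). Week 2 shoot replicate 1 held 287 of the 359 counts and 216 of the 245. The call of BdiBd21-3.4G0089300 was lost without week 4 shoot replicate 1 or replicate 3, where the adjusted p reached 0.0603.

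The interaction asks whether the change with age differs between the tissues. The edgeR test called 2254 genes, 1737 with a more positive change in roots and 517 with a more positive change in shoots. Testing against a fold change of 2 moved this count most, to 61. It was 3542 without week 4 shoot replicate 1, 1422 without week 2 root replicate 2, 1323 without week 4 root replicate 2, and 1434 and 1318 without week 2 shoot replicates 1 and 2. Over all tested genes the median interaction was 0.11 on the log2 scale, so single values are to be read against that shift. BdiBd21-3.2G0605400 had an interaction of -3.08 (SE 0.36, adjusted p = 0.00117): it stayed at 63.2 ± 7.17 and 66.7 ± 11.7 CPM in roots while it rose in shoots. BdiBd21-3.1G0086800 (probable glutathione S-transferase GSTU1, chromosome 1, 4391939 to 4392625) fell from 248 ± 28.01 to 124 ± 43.4 CPM in roots and rose from 65.4 ± 5.14 to 251 ± 59.5 in shoots, an interaction of -2.93 (SE 0.34, adjusted p = 0.00105). At the other end, BdiBd21-3.2G0444500 (subtilisin-chymotrypsin inhibitor-2A, chromosome 2, 35484320 to 35485074) had 91.2 ± 28.6 and 80.0 ± 21.1 CPM in roots, 133 counts in week 2 shoots and 0 in week 4 shoots (adjusted p = 0.0304). The call was lost when any single library among week 2 root replicates 1, 2 and 3, week 4 root replicates 2 and 3 and week 4 shoot replicates 2 and 3 was left out, with the highest adjusted p at 0.0666. BdiBd21-3.1G0259000 (GDSL esterase/lipase, chromosome 1, 16012707 to 16014858) had 128 ± 7.82 and 137 ± 15.9 CPM in roots, 91 counts in week 2 shoots and 0 in week 4 shoots (adjusted p = 0.00404).

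For dopamine, genes were taken by keyword from families chosen for a possible action on tyrosine, tyramine, DOPA or dopamine. The table held 13 aromatic amino acid decarboxylases, 6 polyphenol oxidases, 12 cytochrome P450 genes of family CYP76, 3 arogenate dehydrogenases and 6 amine oxidases, and the keywords for tyrosine aminotransferase and tyramine transferases matched 0 genes. After the count filter 33 remained, 9 of them CYP76 genes. The best-match names of the CYP76 genes, such as geraniol 8-hydroxylase, mention neither tyrosine nor dopamine. A tie of these genes to dopamine was therefore not shown, and the counts below include them. Between roots and shoots the edgeR test called 26 at week 2 (16 higher in roots) and 27 at week 4 (15 higher). With age it called 5 in roots and 13 in shoots, and the interaction 3. Adjusted over the list alone, the counts were 26, 27, 4, 13 and 3. Testing against a fold change of 2 moved them most, to 17, 21, 0, 0 and 0, with 1, 6 and 6 genes at an unadjusted p under 0.05 in the last 3. The count in roots was 2 without week 2 root replicate 1, week 4 root replicate 1 or week 4 root replicate 2, 3 without week 2 root replicate 2, and 8 without week 4 shoot replicate 1. In shoots it was 8 without week 2 shoot replicate 2 or week 4 shoot replicate 3.

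The decarboxylase with the most counts was BdiBd21-3.2G0654700 (tyrosine/DOPA decarboxylase 3, chromosome 2, 50299692 to 50301602). It had 234 ± 27.1 CPM in week 2 roots and 142 ± 13.3 in week 4 roots, with 7 counts over the week 2 shoots and 0 over the week 4 shoots. At week 2 its log2 fold change between root and shoot was 10.90 (adjusted p = 2.89e-09, edgeR). The size of that fold rests on 7 counts in shoots, so no standard error is given. At week 4 the gene was at least 2746-fold higher in roots (adjusted p = 8.85e-09, edgeR). The fall with age in roots had a log2 fold change of -0.72 (SE 0.16, adjusted p = 0.0153). It was not called without week 4 root replicate 1 or replicate 2, where the adjusted p reached 0.0701. On the same part of chromosome 2, BdiBd21-3.2G0653800 (tyrosine/DOPA decarboxylase 3, 50254240 to 50256221) had 83.4 ± 10.3 and 56.4 ± 12.7 CPM in roots and 1.25 ± 0.113 and 0.710 ± 0.527 in shoots. Its root to shoot log2 fold change was 6.06 (SE 0.39, adjusted p = 2.36e-07) at week 2 and 6.26 (SE 0.41, adjusted p = 3.16e-07) at week 4. Both carry the same best match, so reads they share could have been split by the authors' counting.

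BdiBd21-3.1G0383800 (tyrosine decarboxylase 1, chromosome 1, 24625057 to 24635589) went the other way, with 7.29 ± 2.65 and 13.3 ± 1.66 CPM in roots and 59.4 ± 3.74 and 73.2 ± 11.2 in shoots. Its log2 fold change between root and shoot was -3.03 (SE 0.23, adjusted p = 4.39e-07, edgeR) at week 2 and -2.46 (SE 0.22, adjusted p = 1.91e-06) at week 4. Its rise in roots (log2 fold change 0.87, SE 0.22, adjusted p = 0.0187) was not called without week 2 root replicate 1, week 2 root replicate 2 or week 4 root replicate 1. A cluster of 5 genes described as aromatic-L-amino-acid decarboxylase lies on chromosome 3 between 13226182 and 13287725. Its members share a best match, so their separate counts are uncertain, and their spread between replicates was wide. The most abundant, BdiBd21-3.3G0195766 (13226182 to 13228245), had 44.2 ± 14.5 and 41.3 ± 39.6 CPM in roots and rose from 28.6 ± 4.64 to 137 ± 40.5 CPM in shoots (log2 fold change 2.26, SE 0.61, adjusted p = 0.0182). That rise was not called without week 2 shoot replicate 2, week 2 shoot replicate 3 or week 4 shoot replicate 1. In week 4 roots, replicate 3 had 86.2 CPM, against 11.7 and 26.0 in replicates 1 and 2. BdiBd21-3.3G0195766 was also called lower in roots than in shoots at week 4 (log2 fold change -1.73, SE 0.60, adjusted p = 0.0292, edgeR). This call was lost without week 4 root replicate 1 or 2 or week 4 shoot replicate 1. BdiBd21-3.3G0196500 (13285485 to 13287725) was lower in roots at week 4, at 10.4 ± 0.876 against 45.9 ± 19.4 CPM (log2 fold change -2.14, SE 0.36, adjusted p = 3.81e-04). The other 3 members, BdiBd21-3.3G0195800, BdiBd21-3.3G0195901 and BdiBd21-3.3G0196000, had root means of 17.1 to 34.6 CPM and shoot means of 5.22 to 28.9 CPM. In week 4 roots, replicate 3 was the highest library for each, at 62.4, 64.6 and 66.3 CPM. At week 2, BdiBd21-3.3G0195800 (log2 fold change 2.29, SE 0.75, adjusted p = 0.0249) and BdiBd21-3.3G0196000 (2.37, SE 0.87, adjusted p = 0.0404) were called higher in roots. BdiBd21-3.3G0196500 was called lower at that week (-1.04, SE 0.35, adjusted p = 0.0253). These calls were lost without any 1 of 3, 8 and 3 libraries, respectively. None of the other 3 members was called between tissues at week 4. Outside the cluster, BdiBd21-3.2G0654500 had 125 and 86 counts in roots at week 2 and week 4 and 0 in shoots, at least 36.9-fold and 22.5-fold higher in roots. BdiBd21-3.5G0285466 had 1 and 2 counts in roots and 85 and 57 in shoots, root to shoot ratios of 0.0103 (95% counting interval 2.57e-04 to 0.0588) and 0.0273 (0.00323 to 0.103).

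**Figure D3:**
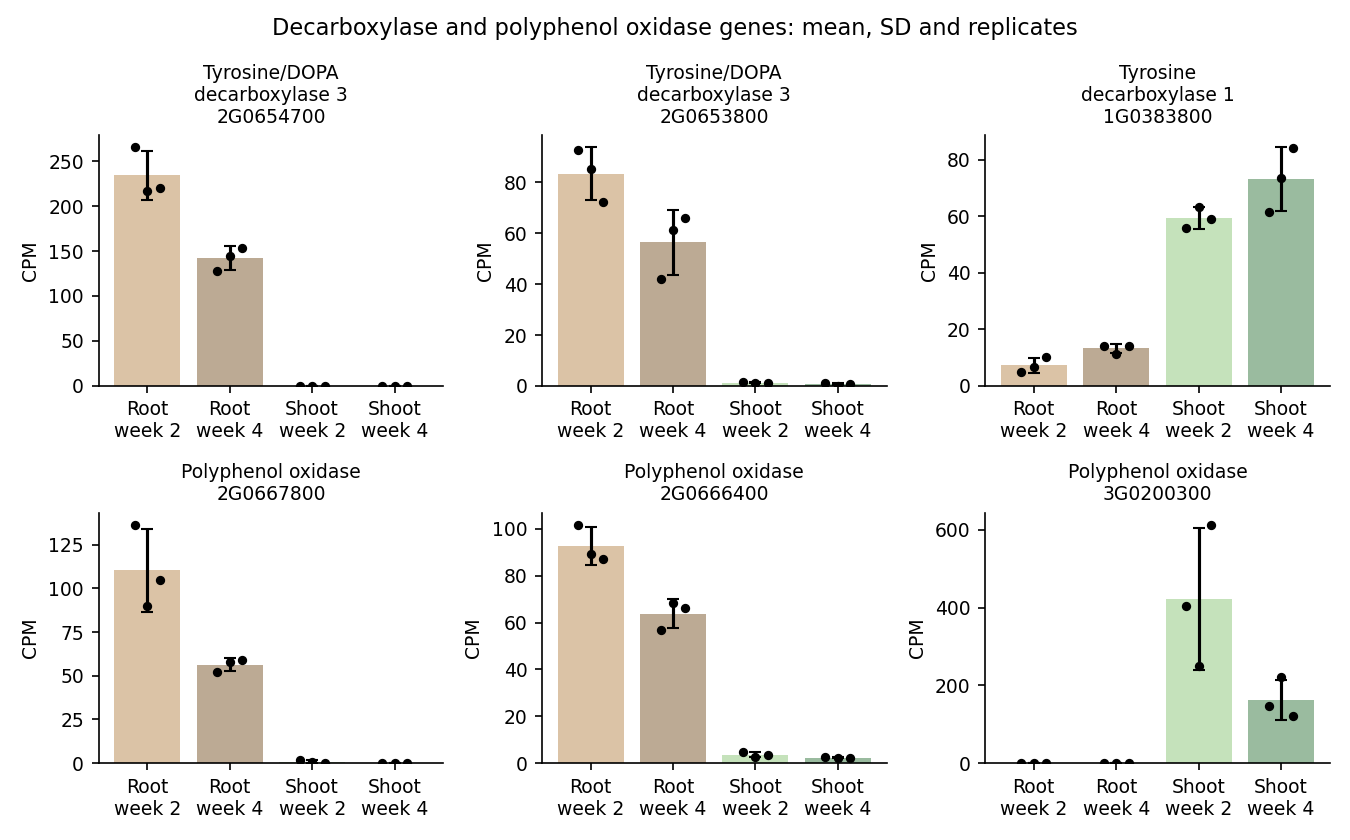
CPM (y axes, starting at 0) of 3 decarboxylase genes (top) and 3 polyphenol oxidase genes (bottom) in the 4 groups (x axes), with bars for the mean of 3 libraries, whiskers for the SD and points for libraries. Both chromosome 2 decarboxylases and both chromosome 2 polyphenol oxidases shown are abundant in roots and near 0 in shoots, while BdiBd21-3.1G0383800 and BdiBd21-3.3G0200300 are higher in shoots.

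Polyphenol oxidases, which oxidise phenols such as tyrosine and DOPA, also split by tissue. BdiBd21-3.3G0200300 (polyphenol oxidase, chromosome 3, 13508620 to 13510743) had 423 ± 182 CPM in week 2 shoots and 164 ± 51.34 in week 4 shoots, with 2 counts over the week 2 roots and 0 over the week 4 roots. At week 2 the root to shoot ratio was 7.04e-05, with a 95% counting interval of 8.52e-06 to 2.54e-04. At week 4 it was at least 4061-fold lower in roots (adjusted p = 1.06e-06, edgeR). Its fall with age in shoots had a log2 fold change of -1.37 (SE 0.35, adjusted p = 0.0188) and was not called without week 4 shoot replicate 1 or replicate 3. On chromosome 2, BdiBd21-3.2G0667800 (51151535 to 51153846) had 110 ± 23.8 and 56.3 ± 3.71 CPM in roots and 53 and 3 counts in shoots. Its log2 fold change between root and shoot was 6.96 (SE 0.46, adjusted p = 3.71e-07) at week 2, and at week 4 the ratio was 1088 with a 95% counting interval of 372 to 5279. BdiBd21-3.2G0666400 (51085088 to 51087341) had 92.7 ± 7.93 and 63.8 ± 6.28 CPM in roots and 3.69 ± 1.198 and 2.26 ± 0.232 in shoots, with root to shoot log2 fold changes of 4.65 (SE 0.20, adjusted p = 5.39e-09) and 4.81 (SE 0.21, adjusted p = 1.24e-08). Its fall in roots (log2 fold change -0.54, SE 0.17, adjusted p = 0.0454) was lost when any of the 6 root libraries was left out. BdiBd21-3.3G0199700 and BdiBd21-3.2G0668300 (aureusidin synthase) were lower in roots at both weeks, with log2 fold changes of -2.33 and -2.89 for the first and -3.03 and -5.97 for the second.

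**Figure D4:**
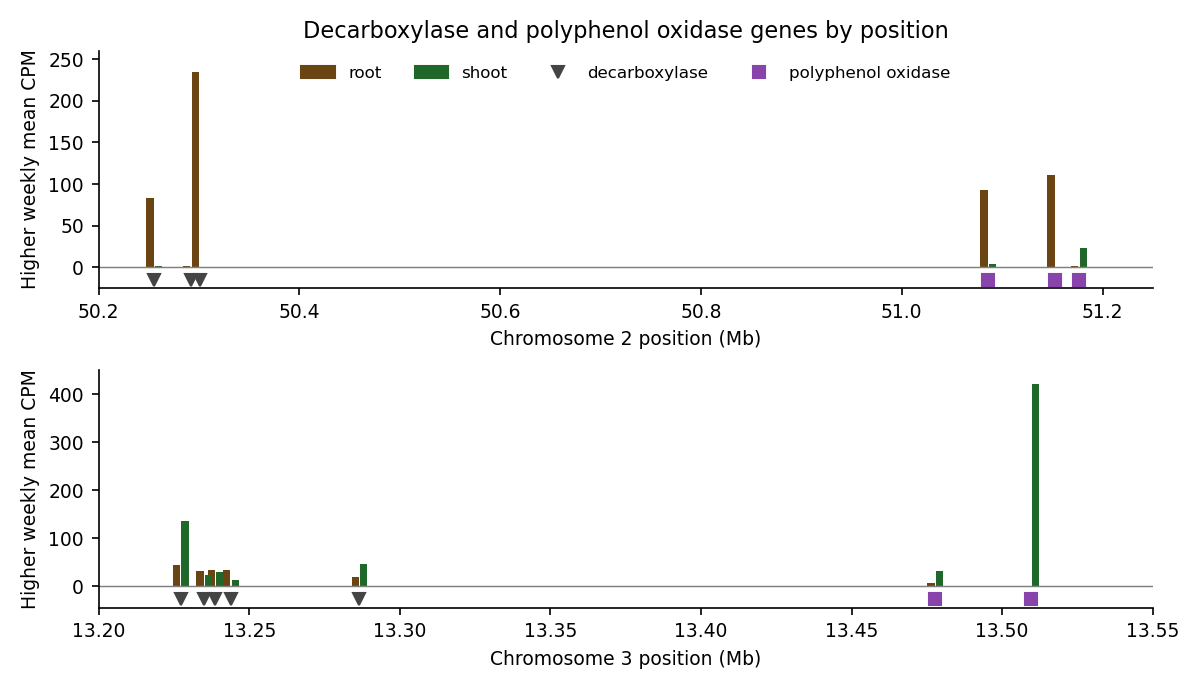
Position in Mb (x axes) of the decarboxylase genes (triangles) and polyphenol oxidase genes (squares) in a part of chromosome 2 (top) and of chromosome 3 (bottom), with bars for the higher of the weekly mean CPM in roots and in shoots (y axes). On chromosome 2 the tall bars are roots, and on chromosome 3 the tallest bar is BdiBd21-3.3G0200300 in shoots.

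In the other families, BdiBd21-3.3G0311800 (described as geraniol 8-hydroxylase of the CYP76 family, chromosome 3, 22098413 to 22102370) went from 26.3 ± 2.07 to 35.4 ± 4.80 CPM in roots and from 32.3 ± 5.30 to 18.7 ± 1.75 in shoots, an interaction of 1.22 (SE 0.20, adjusted p = 0.00503, edgeR). BdiBd21-3.1G0470350 (arogenate dehydrogenase 1, chromosome 1, 30775422 to 30776035) was higher in roots, at 28.4 ± 0.431 against 15.3 ± 1.67 CPM at week 2 (log2 fold change 0.89, SE 0.13, adjusted p = 9.37e-05) and 22.6 ± 2.48 against 11.2 ± 1.43 CPM at week 4 (log2 fold change 1.01, SE 0.13, adjusted p = 3.40e-05). BdiBd21-3.5G0170100 (copper methylamine oxidase, chromosome 5, 17182017 to 17189000) was higher in roots at week 2, at 93.4 ± 19.0 against 62.4 ± 3.64 CPM (log2 fold change 0.58, SE 0.18, adjusted p = 0.0142), a call lost without week 2 root replicate 1 or week 2 shoot replicate 2 or 3 (highest adjusted p 0.0668). At week 4 it was 66.1 ± 13.4 against 41.3 ± 6.77 CPM (log2 fold change 0.68, SE 0.18, adjusted p = 0.00581). It overlaps BdiBd21-3.5G0170000 (17177873 to 17183167) on the other strand, so its count is uncertain. Of the remaining 15 genes of these families, those called in roots with age or for the interaction were chosen after their values were seen: BdiBd21-3.1G0917300 rose in roots (log2 fold change 0.74, adjusted p = 0.0289), BdiBd21-3.1G0313900 fell in roots (log2 fold change -1.29, adjusted p = 0.00431) and had an interaction of -1.37 (adjusted p = 0.0265), and BdiBd21-3.3G0558300 had an interaction of -2.57 (adjusted p = 0.0123). The 6 amine oxidases did not share a direction between tissues. At week 2, 2 were called higher and 2 lower in roots, and at week 4, 3 higher and 3 lower. BdiBd21-3.5G0057900 (primary amine oxidase), also chosen after its values were seen, had 2.45 ± 3.22 and 1.60 ± 1.51 CPM in roots. In shoots it had 86.5 ± 13.7 and 124 ± 10.5 CPM.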

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

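Tests of regrouped residuals, shoot tissue in root samples, library scaling and root transcripts in week 2 shoots were chosen after the results were seen. The plan fixed before the data were examined named neither the splits of the samples nor the gene length and root-enrichment tests of the interaction.

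The interaction of 2254 genes was singled out because the change with age differed between roots and shoots by a direct test. Of 100 pairs of splits of the weeks within roots and within shoots, only the real 1 gave as many genes, and the highest of the others gave 682. These splits mix the weeks and so also remove the age effect common to both tissues, for which reason chance and an interaction cannot be told apart by them. A further test kept the tissue and common age effects in a limma model of log2 CPM and regrouped only the residuals within each tissue. Of the 200 distinct regroupings, 100 were run, drawn at random with the real one included. Of these 1, the real one, gave as many genes (2622, against at most 0 in the others), so chance is excluded at that share of the regroupings run, by an approximate test. For each of the 4 pairwise comparisons, 1 of the 10 possible splits, the real split, gave as many genes. With 10 splits the share cannot go below the usual limit, so chance cannot be excluded that way for those comparisons.

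Of the interaction calls, 1737 were positive and 517 negative. Library scaling was argued against as the whole cause, but not as a part of it. RLE, upper-quartile scaling, leaving out the 50 most counted genes and TMM within each tissue left the median interaction of all genes at 0.08 or more, so they say little. With factors moved until that median was 0, which was chosen after the data were seen, 1274 calls were positive and 766 negative, and the share of positive calls was 62.5%, the lowest under any scaling. A length bias was argued against too: the share was 81.1% among the shortest genes and 72.7% among the longest, when the genes were parted by length into 3 equal sets. Traces of root transcripts in week 2 shoots account for few of these calls, because 5.70% of the positive calls were genes at least 10 times higher in roots than in shoots at week 2, against 5.49% of all tested genes. Among the positive calls, 1188 were also called lower with age in shoots and 750 higher in roots. GC content was not tested. A difference in ageing between the tissues stays open as a hypothesis. The count depends on single libraries: it was 3542 without week 4 shoot replicate 1, 1318 without week 2 shoot replicate 2, 1323 without week 4 root replicate 2, 1422 without week 2 root replicate 2 and 1434 without week 2 shoot replicate 1.

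Chlorophyll a-b binding genes were singled out because 16 of 26 had an interaction call, all positive. The edgeR test called 0 negative, with 0 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The most abundant were BdiBd21-3.4G0519700 (interaction 2.03, adjusted p = 0.00531, edgeR) and BdiBd21-3.2G0213600 (interaction 2.05, adjusted p = 0.0147). Shoot tissue in the week 4 root samples would bring all abundant shoot transcripts. The 18 light-harvesting genes with at least 100 CPM in week 4 shoots rose in roots by a median of 6.48% of their shoot level. A comparison set held 33 genes with at least 100 CPM in shoots at both weeks, under 2% of the shoot level in week 2 roots, and no chloroplast or photosynthesis term in their descriptions. For these, the median level in week 4 roots was 0.222% of the shoot level, and 32 of them lay below 6.48%. Shoot tissue as the whole cause is therefore argued against. Library scaling is argued against as well, since the lowest median log2 change under RLE or upper-quartile scaling was 1.42. Leaving out the 50 most counted genes removed 12 of the 26 genes, and the other 14 had a median of -0.06, against -0.04 for the same 14 with TMM over all genes, so that difference came from the genes left and not from the scaling. Light-harvesting genes BdiBd21-3.4G0100500 (2.89 and 3.89 CPM in roots) and BdiBd21-3.1G0161800 (0.895 and 0.730 CPM) stayed low. A candidate explanation is that roots reached by light begin to make chloroplasts as they age. It was not tested apart from these values, and the labels do not say whether light reached the roots.

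BdiBd21-3.2G0444500 and BdiBd21-3.1G0259000 were singled out by interaction tests with adjusted p = 0.0304 and 0.00404 (edgeR). The call of the first was lost when any single library among week 2 root replicates 1, 2 and 3, week 4 root replicates 2 and 3 and week 4 shoot replicates 2 and 3 was left out, where its adjusted p reached 0.0666. Over the alternatives apart from the fold change test, the adjusted p ranged from 1.04e-06 to 0.0791 for the first and from 2.83e-07 to 0.0159 for the second. Both are abundant in roots, had counts in week 2 shoots and none in week 4 shoots, and week 2 shoot replicate 1 held 86 of 133 and 52 of 91 of those counts. Across 74 genes with at least 50 CPM in roots and under 0.5 CPM in week 4 shoots, the median level was 1.77% of the root level in week 2 shoot replicate 1, and 0.322% and 0.247% in replicates 2 and 3. Whole-root tissue in replicate 1 is argued against as the whole cause, because 8 of the genes had no count there although at least 10 were needed at the median share. Reads assigned to the wrong library would leak in proportion to root counts, and 6 genes with at least 10 counts needed in replicate 1 had no count in any week 2 shoot library. Those include the root cap gene BdiBd21-3.2G0795500, with 55.6 counts needed and 0 seen. Tissue from the base of the shoot, where roots emerge, may explain a part and stays open, as does a smaller share of root tissue.

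BdiBd21-3.1G0086800 (adjusted p = 0.00105, edgeR) and BdiBd21-3.2G0605400 (adjusted p = 0.00117) were singled out by negative interactions. Their highest adjusted p over the alternatives was 0.0253, in the test against a fold change of 2. Each group held at least 273 counts, and RLE, upper-quartile scaling and leaving out the 50 most counted genes left both calls in place. Reads shared with similar family members were not tested, and a biological difference between the tissues stays open.

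Of the dopamine list, 3 genes had an interaction call, led by BdiBd21-3.3G0311800 with adjusted p = 0.00503 (edgeR). Over the alternatives apart from the fold change test its highest adjusted p was 0.0199, and it was lost against a fold change of 2 at 0.708. The others were BdiBd21-3.1G0313900 and BdiBd21-3.3G0558300. BdiBd21-3.3G0311800 and BdiBd21-3.3G0558300 are CYP76 genes with the best-match name geraniol 8-hydroxylase, so a tie to dopamine was not shown for them. No technical explanation was tested for the 3 genes alone.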

How the results depend on the processing

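Of the alternatives in this part, TMM within each tissue and the scaling that sets the median interaction to 0 were chosen after the results were seen, and the others were not. No named call reversed its sign under any of them. Of the counts of called genes, all stayed within 1.5 times under RLE, upper-quartile scaling, leaving out the 50 most counted genes, no filter, the filter of CPM 1 in 3 libraries and these 2 added scalings.

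DESeq2 gave 3811 interaction calls, of which 2247 were shared with edgeR, and 9 dopamine genes with age in roots and 5 for the interaction. In simulated data 39 of its 155 interaction calls were false, or 25.2%, but only 200 genes were changed there. The simulated run also kept the count filter, which the DESeq2 alternative did not use. That share therefore does not carry over to the 3811 calls. The limma-voom test and the fit of the compared libraries alone each called 10 dopamine genes with age in roots. The cause was not tested.

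With an adjusted p under 0.01, calls fell to 2028 with age in roots, 4918 in shoots, 614 for the interaction and 730 shared by both tissues, and dopamine genes to 1, 5 and 1 with age in roots, in shoots and for the interaction. Against a fold change of 2, calls were 6955 and 7720 between tissues at week 2 and week 4, 19 with age in roots, 899 in shoots and 61 for the interaction. Shared calls were 5568 between tissues and 4 with age. Dopamine genes were 17 between tissues at week 2 and 0 with age in roots, in shoots and for the interaction, where the edgeR test of no change gave 5, 13 and 3 and where 1, 6 and 6 had an unadjusted p under 0.05. Both alternatives set a stricter threshold by construction.

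With each library left out in turn, calls with age in roots ranged from 2533 to 5743, the interaction from 1318 to 3542, shared age calls from 1251 to 3076, and dopamine genes from 2 to 8 with age in roots and from 8 to 14 in shoots. Calls with age in roots were 2533 and 2778 without week 4 root replicates 1 and 2, and 2782 and 3240 without week 2 root replicates 1 and 2. Shared age calls were 1251 and 1271 without week 4 root replicates 1 and 2, and 1475 and 1524 without week 2 root replicates 1 and 2. Interaction calls were 1318 and 1434 without week 2 shoot replicates 2 and 1, 1323 without week 4 root replicate 2 and 1422 without week 2 root replicate 2. Dopamine genes with age in roots were 2 without week 2 root replicate 1, week 4 root replicate 1 or week 4 root replicate 2, 3 without week 2 root replicate 2 and 8 without week 4 shoot replicate 1. In shoots they were 8 without week 2 shoot replicate 2 or week 4 shoot replicate 3. The highest values for calls with age in roots, the interaction and shared age calls came without week 4 shoot replicate 1, which lay apart from its group on the second principal component. The cause was not tested. The share of higher calls in roots ranged from 51.9% to 74.9%. Under upper-quartile scaling it was 58.1%, with TMM within each tissue 59.1%, and in the fit of root libraries alone 48.2% against 66.1%.

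Of 120 named gene and contrast pairs, 71 were called. Leaving out a library lost 19 of these calls at least once and gained 11 pairs. Those most easily lost were BdiBd21-3.3G0195800 with age in shoots and BdiBd21-3.3G0196000 between tissues at week 2 (8 libraries each), BdiBd21-3.2G0444500 for the interaction (7), BdiBd21-3.2G0666400 with age in roots (6) and BdiBd21-3.5G0123400 with age in roots (5). RLE, the filter of CPM 1 in 3 libraries and, in the contrasts they cover, the 2 added scalings changed no named call. The analysis without a filter lost 6, limma-voom lost 5 and gained 6, DESeq2 gained 6, the fit of the compared libraries alone lost 6 and gained 5, an adjusted p under 0.01 lost 20 and the test against a fold change of 2 lost 33. Upper-quartile scaling added BdiBd21-3.5G0170100 with age in roots, and leaving out the 50 most counted genes lost BdiBd21-3.3G0195800 with age in shoots.

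Replicate numbers were not shown to mark paired samples. Deviations of same-numbered libraries correlated between -0.115 and 0.179, with no comparison above 0.1 in all 3 pairs. Between roots and shoots at week 2 all 3 were positive (0.179, 0.0697 and 0.111), so pairing there is not excluded. The other comparisons had both signs. With the replicate block, 14445, 15783, 4204, 8511 and 1958 genes were called between tissues at week 2, between tissues at week 4, with age in roots, with age in shoots and for the interaction, and 4 named calls were lost. The block changed no other named call.

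Depth limits genes with few counts: a group with no count allows up to 0.0517 CPM in week 4 shoots.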

Other observations

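The tests in this part, of domains, gene placement, abundance and library scaling, were all chosen after the data were seen.

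Protein domains were compared between genes called with age and all 26463 tested genes, with 529 domains of at least 10 genes each, a one-sided hypergeometric test and Benjamini-Hochberg adjustment over 2116 tests. Among genes lower in week 4 shoots, the leading domains were kinesin motor (42 of 52 genes against 10.1 by chance, adjusted p = 4.63e-18), core histone (29 of 37 against 7.19, adjusted p = 1.68e-11) and tubulin GTPase (17 of 18 against 3.50, adjusted p = 7.55e-09). The X8 domain (26 of 41 against 7.96, adjusted p = 2.60e-07) and the cyclin C-terminal domain (16 of 19 genes, adjusted p = 5.63e-07) were also over-represented. Among genes higher in week 4 shoots, the protein kinase domain led with 185 of 796 genes against 115 by chance (adjusted p = 7.55e-09). Among genes lower in week 4 roots, ribosomal protein L7Ae led with 8 of 10 genes against 0.635 (adjusted p = 2.00e-06), then aminotransferase class I and II with 11 of 33 against 2.10 (adjusted p = 0.000291). Among genes higher in week 4 roots, chlorophyll a-b binding led with 17 of 26 genes against 3.22 (adjusted p = 1.63e-07), then PAP fibrillin with 9 of 10 and PsbP with 9 of 12. Genes are not independent, so these values describe the lists.

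The 126 genes with a kinesin, histone, tubulin or cyclin domain had 104 calls lower and 5 higher with age in shoots, and 15 lower and 2 higher in roots. Random sets matched on abundance held a mean of 28.5 lower calls and at most 50. The 4 domains were chosen from these calls, so the choice was repeated: lower calls were shuffled among genes of the same abundance, and the best of all 529 domains was kept in each of 10000 draws. In 0 draws did it reach the weakest of the 4 domains, a permutation p of 0.0001, the smallest the draws can give, which argues against the abundance of the genes. A factor common to all genes of a library cannot move a gene relative to others of its abundance. Below the median change of such genes lay 48 of 52 kinesin, 32 of 37 histone and 17 of 18 tubulin genes, with permutation p over all domains of 0.0111 or less, in a test divided by domain after the joint test gave 0.415, so library scaling is argued against as the whole cause for these. For cyclin genes, with 16 of 19 below, that p was 0.415. A further test, added after this result, took the median change relative to genes of the same abundance, against the lowest median of any domain in each of 1000 draws. It was -2.64 for cyclin and -2.20 for histone genes, below the -2.08 that was the lowest in any draw (permutation p of 0.001 each, the smallest the draws can give), so library scaling is argued against for cyclin genes too. By this test the p was 0.029 for kinesin and 0.0949 for tubulin genes, so the case for tubulin rests on the count of genes. At least 104 of the 126 were called lower under RLE, upper-quartile scaling and without the 50 most counted genes, and at least 100 when any library was left out. Histone and tubulin copies share sequence, and reads split among them may inflate the number of separate genes. A hypothesis is that week 4 shoots hold a smaller share of dividing tissue. Dissection that took in less of the growing base at week 4 stays open as well.

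The 13 decarboxylase genes fall into 6 clusters and the 6 polyphenol oxidase genes into 3, when genes of a family within 200 kb are joined. Each of the 3 polyphenol oxidase clusters had a decarboxylase cluster within 1 Mb: at 783 kb on chromosome 2, 189 kb on chromosome 3 and 393 kb on chromosome 5. The distances were chosen after the positions were seen, so a permutation p of 0.0003 for 3 pairs, from 10000 random placements with a mean of 0.142 pairs, decides nothing, and grouping and chance placement cannot be told apart. If an ancestral segment was duplicated, the 3 pairs are not independent, and that may explain all of them. On chromosome 2 BdiBd21-3.2G0654700, BdiBd21-3.2G0653800, BdiBd21-3.2G0667800 and BdiBd21-3.2G0666400 were all root-enriched, while BdiBd21-3.2G0668300 in the same stretch was higher in shoots.

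The probable transcription factor GLK2 gene, BdiBd21-3.2G0108800, chosen after its values were seen, went from 1.74 ± 0.935 to 4.13 ± 1.41 CPM in roots (log2 fold change 1.23, SE 0.33, adjusted p = 0.0247, edgeR) and had 182 and 315 CPM in shoots.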
